A study of Sus scrofa with 6 samples.

How the data were processed

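RNA of pig oocytes was sequenced at 2 stages of meiosis. GV oocytes still hold the germinal vesicle, the nucleus of an oocyte arrested in the first meiotic prophase. MII oocytes have matured to the arrest in metaphase of the second meiotic division. The labels give 3 GV and 3 MII libraries, numbered 1 to 3 in each stage. They describe the series as single-cell sequencing, while the protocol names total RNA extracted with Trizol and an Illumina TruSeq kit, so the number of oocytes in a library is not settled here. Nothing says that the libraries came from separate animals. The p-values then measure only the spread between these libraries, which may be technical.

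The authors deposited 1 table of FPKM (fragments normalized to the length of the gene and the total of the library), with 1 column per library and no pooling. The submitters' processing notes name HISAT2 and the pig genome build Sscrofa11.1. The counter, its settings, the annotation release and all versions are not given in the sources used here. The deposited table lists 22139 genes. Of these, 12338 carry Ensembl gene identifiers and 9801 carry the default names that a StringTie merge gives to assembled loci. A symbol was found for 10143 of the Ensembl genes. Assembled loci have no coordinates or gene type in the table, so they are counted and not described, and long non-coding RNAs are not reported. A read of a known gene could have been counted in an assembled locus, so a low value of an Ensembl gene does not show that the gene was silent. Positions are from RefSeq on Sscrofa11.1, the build the notes name, matched by symbol.

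FPKM are relative to each library's total. In each gene the deposited FPKM values were whole multiples of the value of 1 read, within a tolerance of 0.05 reads, for 100% of the genes. Library totals, read counts and gene lengths were recovered from these steps. The recovered totals were 24377134, 23295416 and 18865580 reads in the GV libraries and 28747463, 23951525 and 23463560 in the MII libraries. The recovered lengths of 12 of the 13 mitochondrially encoded genes equalled their RefSeq lengths. In genes seen in few libraries the reads are known only up to a common factor. For a gene of 1 kb, 3 reads correspond to 0.104 to 0.159 FPKM, and this floor covers counting error only.

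The main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with stage as the only term and empirical Bayes with a mean-variance trend. Tests were 2-sided, with Benjamini-Hochberg adjustment over all genes tested. A gene was tested if it had at least 1 FPKM in at least 3 of the 6 libraries, and called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes are MII minus GV on the log2(FPKM + 1) scale, which understates the change of low genes. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, again with the correlation estimated, and with fry. Of 17 lists, 14 had at least 5 tested members. Values per library were compared with an exact permutation test in scipy 1.17.1, which cannot go below p = 0.1 with 3 against 3.

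The tests, lists, alternatives and the rule for named genes were fixed before the data were examined, except where the text says otherwise. Named are the 10 called genes with the largest rise and the 10 with the largest fall that have a symbol, a mean of at least 10 FPKM in the higher stage and no overlap between stages. Named too are a set of oocyte and control genes whatever their result, up to 4 members of each list with the smallest adjusted p, the 5 most abundant nuclear genes with a symbol in each stage, and at most 2 loci without a symbol in each direction. The result of 1 gene that the rule names is not reported here.

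The fit was tested on simulated data with 200 changed genes, drawn with the spread of the real libraries. Among 12625 simulated genes tested it recovered 2% of genes changed 2-fold, 16.3% of those changed 4-fold, 36.2% of those changed 8-fold and 53.7% of those changed 16-fold, with 2 false calls and no call in the wrong direction. Many real changes of moderate size could therefore be missed. Both stages were simulated from the GV means. The rates depend on how many genes change, and more may have changed in the real data than these 200, so they need not hold there. Of 5 simulated lists shifted 2-fold, camera passed 5, and it passed 0 of the lists left alone. It did so with the preset and with the estimated correlation. Simulated genes were drawn independently, so this cannot show how camera behaves where the genes of a list vary together.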

Results

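Transcripts of pig oocytes were measured in 3 libraries at the GV stage and 3 at the MII stage, and the comparison asks which transcripts differ between an oocyte before and after meiotic maturation. The libraries held 18865580 to 28747463 counted reads. Across tested genes, Pearson correlations were 0.829 to 0.837 between GV libraries, 0.779 to 0.787 between MII libraries and 0.681 to 0.722 between stages. The first principal component held 44.3% of the variance and separated the stages. The second held 17.8% and set MII replicate 3 apart from the other MII libraries.

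Fewer genes were detected in MII than in GV oocytes. At least 1 FPKM was reached by 11564 ± 630 genes in GV and 8288 ± 201 genes in MII libraries (SD, n = 3 each; exact permutation p = 0.1, the smallest this design allows). Each MII library had fewer detected genes than each GV library. This held among Ensembl genes, with 6185 to 6679 in GV and 4991 to 5152 in MII libraries. It also held among assembled loci, with 4844 to 5579 in GV and 3071 to 3293 in MII libraries. The share of summed FPKM from the 13 mitochondrially encoded protein genes went the other way, with 2.23% ± 0.942 in GV and 6.91% ± 2.37 in MII (SD, n = 3 each; exact permutation p = 0.1).

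**Figure D1:**
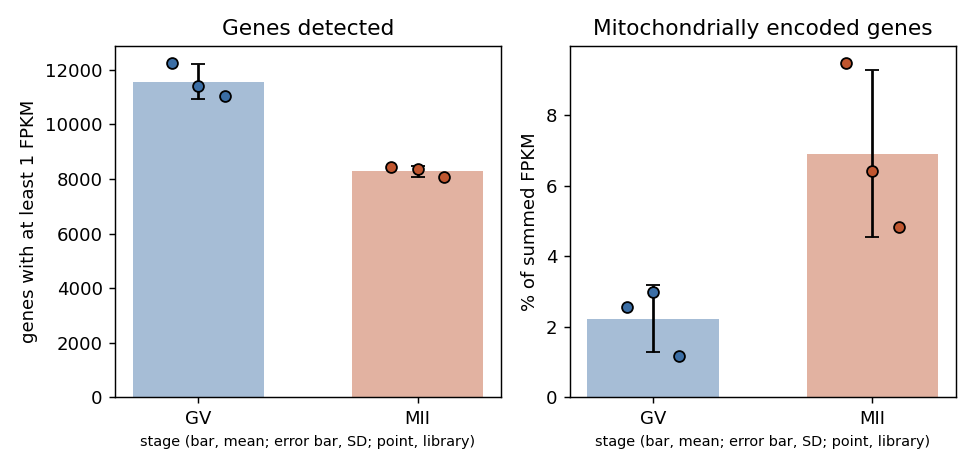
Genes with at least 1 FPKM (left) and the percentage of summed FPKM from mitochondrially encoded genes (right) by stage. Bars are means, error bars are SD and points are the 3 libraries of each stage. All MII libraries lie below all GV libraries on the left and above them on the right.

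Most genes that changed were lower in MII. Of 9918 genes tested, 1224 were lower and 119 were higher in MII, so 91.1% of the calls were lower. Ensembl genes made up 677 of the lower and 75 of the higher calls, and assembled loci the rest. Many falls ended at a low level. Of the lower genes, 714 (58.3%) had a mean under 1 FPKM in MII. Of the higher genes, 12 (10.1%) had one under 1 FPKM in GV. The median log2 fold change of all tested genes was −0.48, so a gene with a fold change of 0 lay 0.48 above the median gene. The median was −0.32 in Ensembl genes and −0.74 in assembled loci. The scale affected the balance of lower and higher calls. With median-of-ratios scaling 857 genes were lower and 283 higher (75.2% lower), and the median of Ensembl genes was −0.03. With quantile normalization 405 were lower and 180 higher (69.2% lower). With quantile normalization the median log2 fold change was 0.10, and 1373 genes were higher against 1279 lower at an unadjusted p under 0.05 (553 against 2285 in the main test). That method gives every library the same distribution, so its balance of rises and falls is partly fixed in advance. With 1 GV library left out and the filter applied again, 8420 to 8604 genes were tested, 41 to 72 were lower and 2 to 4 higher. On the same 9918 genes, 426 to 698 were lower.

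**Figure D2:**
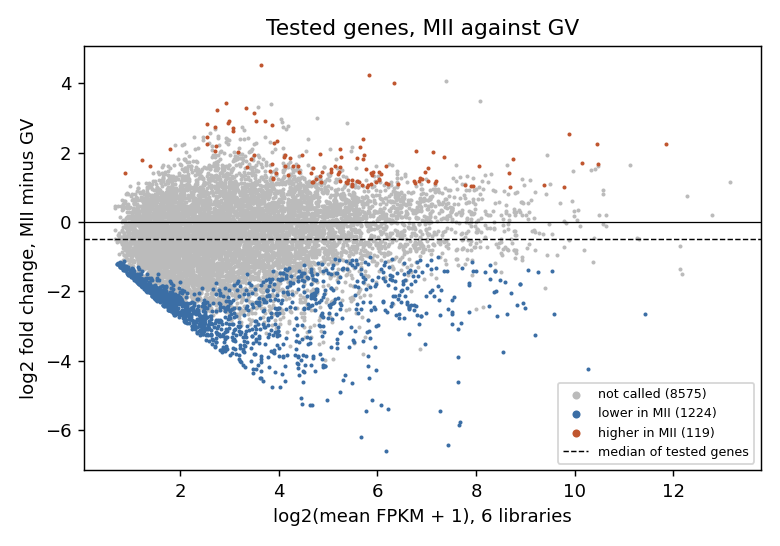
Log2 fold change (MII minus GV) against log2(mean FPKM + 1) for the 9918 tested genes, with the 1224 lower and 119 higher genes coloured. The dashed line is the median of tested genes, −0.48.

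The largest fall with a symbol was that of ZP3, a glycoprotein of the zona pellucida. ZP3 (chromosome 3, 9934760 to 9944924, minus strand) fell from 105 ± 36.9 to 1.75 ± 1.62 FPKM (SD, n = 3 each; log2 fold change −5.44, SE 0.60, adjusted p = 0.00856). PAIP2, a repressor of poly(A)-binding protein, changed by −4.91 (SE 0.57) and CCDC160 by −4.59 (SE 0.51). The phosphatase CDC25B, which activates cyclin-dependent kinase, fell from 74.5 ± 33.6 to 2.19 ± 1.69 FPKM. RFC3, a subunit of the clamp loader of DNA replication, had a log2 fold change of −4.41, and BCL7A one of −4.26 (SE 0.39, adjusted p = 0.00539). ATP5IF1, METTL5 and TCL1B had log2 fold changes of −4.38, −4.22 and −4.17. The call of METTL5 was lost in 10 of 25 alternatives, and it had 0, 0.041 and 6.8 FPKM in the MII libraries. Those of ATP5IF1 and TCL1B were lost in 3 of 25 and 3 of 22. RACK1, a protein of the small ribosomal subunit, had 17.9 ± 6.44 FPKM in GV and was listed at 0 in all MII libraries.

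Fewer nuclear genes rose, and by less. BRCA2, a mediator of homologous recombination (chromosome 11, 8805950 to 8858128, plus strand), rose from 52.5 ± 4.36 to 225 ± 91.0 FPKM (SD, n = 3 each; log2 fold change 2.01, SE 0.32, adjusted p = 0.0140). MRPL44, a mitochondrial ribosomal protein, rose by 2.79 (SE 0.74, adjusted p = 0.0473), close to the threshold. Its call was lost in 22 of 25 alternatives, among them every fit with 1 library left out, and GV replicate 2 had 0.102 FPKM. KIF13B, BTBD7, ITSN2 and ZNF644 had log2 fold changes of 1.94, 1.92, 1.92 and 1.88. Their calls were lost in 11, 11, 8 and 19 of 25 alternatives. The 10 largest rises also included the mitochondrially encoded CYTB, ND6 and ND5.

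Transcripts known for oocyte-specific roles were lower as a group. Of 26 tested members of the oocyte-specific and maternal-effect list, 14 fell, none rose and 12 did not pass (16 fell when adjusted over the list alone). The median log2 fold change was −1.50. GDF9, a growth factor the oocyte secretes, fell from 113 ± 18.1 to 22.8 ± 7.65 FPKM (log2 fold change −2.29, adjusted p = 0.0103), and ZP2, another zona protein, from 94.3 ± 21.7 to 18.4 ± 4.72 FPKM. ZAR1 was called lower, with 3.64 ± 1.32 FPKM in GV and a listed value of 0 in all MII libraries. The list passed camera (adjusted p = 0.000279). It did not pass with an estimated correlation (adjusted p = 0.257). The length counted for GDF9 was 4978 bases against 1335 in its RefSeq transcript, so the counted model was longer than the RefSeq one.

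Other oocyte genes did not pass the test. BMP15, a partner of GDF9, had 61.3 ± 10.2 FPKM in GV and 63.7 ± 10.4 in MII (log2 fold change 0.06, adjusted p = 0.916). The cyclin CCNB1 had 28.9 ± 2.11 and 28.9 ± 1.88 FPKM. The kinase WEE2 had a log2 fold change of −0.08, BTG4, an adaptor of mRNA deadenylation, one of 0.34, and the deadenylase CNOT6L one of 0.13. MOS (−0.77), CPEB1 (−0.98), H1-8 (0.70), CDC20 (0.52) and UHRF1 (1.13) did not pass the test. The methyltransferase DNMT1 had 1055 ± 94.5 FPKM in GV and 2002 ± 193 in MII without overlap between stages, and missed the threshold (log2 fold change 0.92, adjusted p = 0.0580). GAPDH was listed at 0.769, 0.123 and 0.059 FPKM in the GV libraries and at 0 in the MII libraries. NLRP5, DAZL and PCNA were not analysed here.

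**Figure D3:**
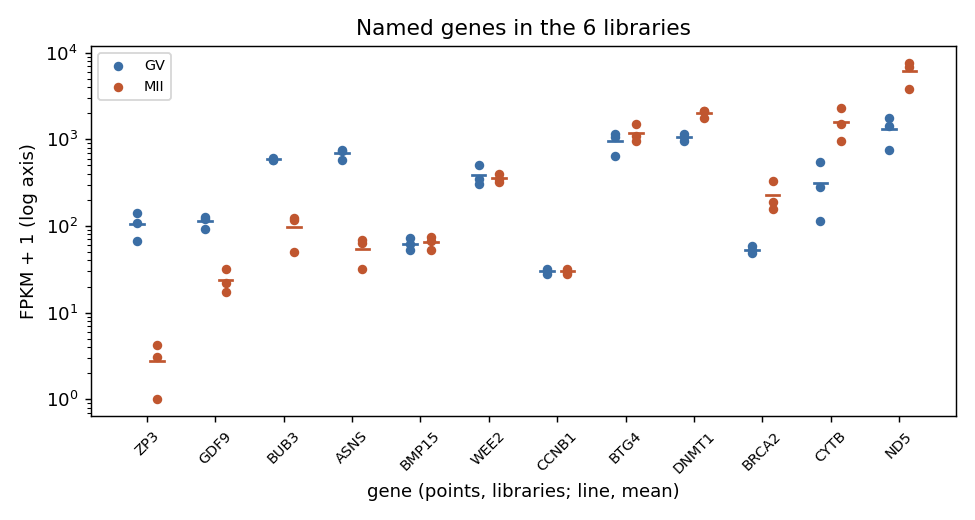
FPKM + 1 on a log axis for selected named genes. Points are libraries, lines are stage means. ZP3, GDF9, BUB3 and ASNS lie lower in MII, the stages overlap for BMP15 and CCNB1, and BRCA2, CYTB and ND5 lie higher.

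Some mitochondrially encoded transcripts were called higher, and some nuclear genes of the same pathway lower. Of 11 tested mitochondrially encoded genes, 3 rose and none fell (7 rose when adjusted over the list alone), with a median log2 fold change of 1.64. CYTB, a subunit of complex III, rose from 312 ± 216 to 1585 ± 682 FPKM (log2 fold change 2.52, adjusted p = 0.0318), and ND5, a subunit of complex I, from 1307 ± 510 to 6079 ± 2043 FPKM. Of 15 tested nuclear genes of oxidative phosphorylation, 4 fell and none rose (6 fell when adjusted over the list alone), with a median of −1.10. These were SDHD (−3.36), UQCRQ (−2.94), NDUFB9 (−1.97) and NDUFA9 (−1.54). Their levels were low: SDHD had a mean of 14.5 FPKM in GV and 0.498 in MII, and UQCRQ 7.73 and 0.0480. NDUFB9 had 3.53 and 0.0372 FPKM, and NDUFA9 2.01 and a listed value of 0. The deposited table lists 56 genes of this list, and 15 reached the level needed for a test. The calls of NDUFB9 and NDUFA9 were lost in 13 and 11 of 20 alternatives, and those of CYTB and ND5 in 12 and 11 of 24. Both lists passed camera (adjusted p = 6.5e-08 and 0.0158). Neither passed with an estimated correlation (adjusted p = 0.257 for both), and the mitochondrially encoded list did not pass fry (adjusted p = 0.0527). The nuclear list also lost its call with median-of-ratios scaling (median −0.78, adjusted p = 0.0702), with quantile normalization (median −0.29, adjusted p = 0.174), without MII replicate 2 (median −1.12, adjusted p = 0.112) and without any 1 of the GV libraries when the filter was applied again (median −1.19 to −0.92, adjusted p = 0.0592 to 0.176).

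Genes of chromosome cohesion and recombination moved in both directions. Of 29 tested, 4 rose, 2 fell and 23 did not pass (5 rose and 2 fell when adjusted over the list alone), with a median of 0.58. SGO2, which protects cohesion at centromeres, rose from 24.8 ± 2.16 to 58.5 ± 3.001 FPKM (log2 fold change 1.20), and the cohesin regulators PDS5A and NIPBL rose by 1.39 and 1.40. The condensin subunit NCAPH fell by 2.07 on the log2 scale. The calls of NCAPH and NIPBL were lost in 19 and 16 of 25 alternatives, and those of SGO2 and PDS5A in 13 each. In the histone methylation list 1 of 22 tested genes was called, ASH2L, which fell, while the median of the list was 0.28. The lists passed camera as higher than other genes (adjusted p = 0.000133 and 0.00439). They did not pass with an estimated correlation (adjusted p = 0.118 and 0.167). The histone methylation list also lost its call with the stricter filter (median 0.12, adjusted p = 0.175) and with the length trend removed (adjusted p = 0.0937).

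**Figure D4:**
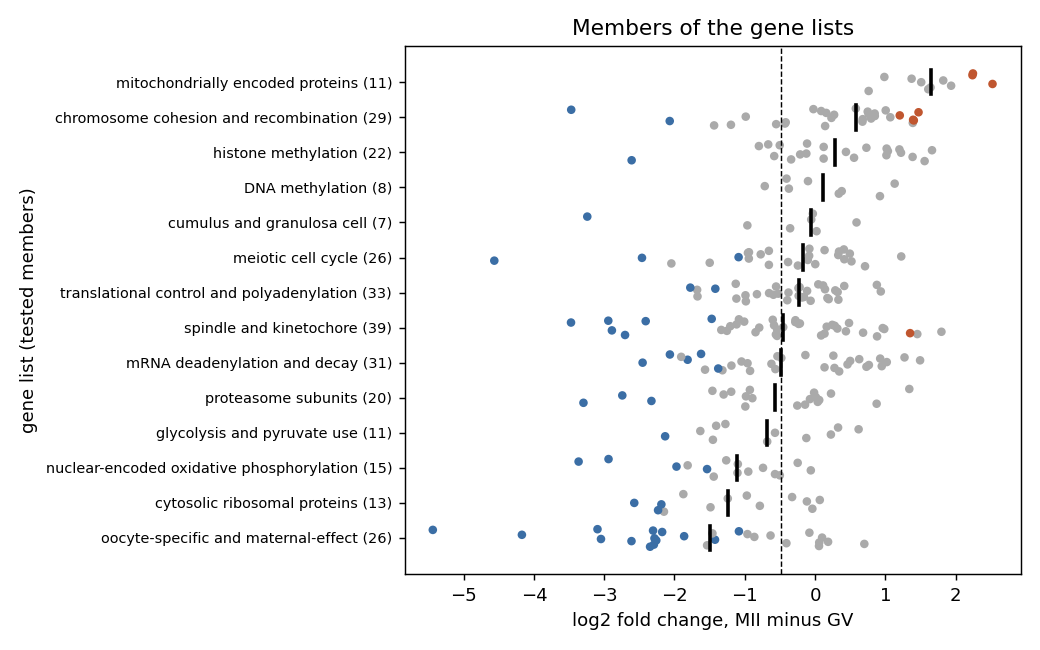
Log2 fold change (MII minus GV) of the tested members of 14 gene lists. Points are genes, coloured where called, black bars are list medians and the dashed line is the median of all tested genes. The mitochondrially encoded list has a median of 1.64 and the oocyte-specific list one of −1.50.

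The other lists did not pass camera in the main test, while single members were called. Among 39 spindle and kinetochore genes 6 fell and 1 rose. The checkpoint protein BUB3 fell from 587 ± 19.3 to 96.4 ± 41.0 FPKM and SKA1 by 3.47 on the log2 scale, and the motor protein CENPE rose by 1.35. Among 26 meiotic cell cycle genes 3 fell, CDC25B, ENSA (−2.46) and FBXO5 (−1.09), and 4 fell when adjusted over the list alone. Among 31 genes of mRNA deadenylation and decay 5 fell, with EDC3 at −2.45 and PARN at −1.81. Among 33 genes of translational control 2 fell, PAPOLG (−1.78) and PABPC4 (−1.42), and 1 fell when adjusted over the list alone. Cytosolic ribosomal proteins had a median of −1.24, with 3 of 13 lower, or 5 when adjusted over the list alone (adjusted p = 0.0560 by camera, 0.257 with an estimated correlation). Among proteasome subunits 3 of 20 were lower, with PSMB3 at −3.29, and among 11 genes of glycolysis and pyruvate use LDHA was lower (−2.13), but not when adjusted over the list alone. The calls of LDHA, FBXO5, PABPC4, PARN, CENPE and PAPOLG were lost in 22, 20, 16, 15, 12 and 11 of 25 alternatives. The length counted for PSMB3 was 5022 bases against 704 in RefSeq, and that for ENSA 7604 against 1329. Of the named genes with a RefSeq length, the counted length was more than 2 times as long in 14 of 38 lower genes. It was so in 0 of 13 higher and 7 of 34 uncalled genes. The higher genes included CYTB, ND5 and ND6, whose counted lengths equalled those in RefSeq. Reads of neighbours may be included, or the single RefSeq transcript used for a gene may be a short one. None of the 8 tested DNA methylation genes was called.

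Among nuclear genes with a symbol, the most abundant included UHRF2 (1646 ± 164 FPKM in GV, 1549 ± 289 in MII) and BTG4 (946 ± 275 and 1185 ± 297 FPKM). ARMC1 had 1045 ± 97.1 FPKM in GV and 541 ± 24.4 in MII, a log2 fold change of −0.94 that was under the size threshold (adjusted p = 0.0392). ASNS, which makes asparagine, fell from 691 ± 94.3 to 53.8 ± 20.3 FPKM (log2 fold change −3.73, adjusted p = 0.00539).

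Markers of other ovarian cells gave few tested genes. Of 7 tested markers of cumulus and granulosa cells 1 was lower, STAR, with 35.5 ± 4.70 FPKM in GV and 3.71 ± 3.74 in MII. The length counted for STAR was 6018 bases against 2526 in RefSeq, and STAR ends at 48385398 on chromosome 15, beside ASH2L, which starts at 48386426 and was lower too, so their reads may not be separate. KITLG, NID2 and GREM1 did not pass (log2 fold changes −0.96, 0.59 and −0.36). KITLG had 77.5 ± 10.4 FPKM in GV and 47.6 ± 38.7 in MII, and its counted length was 5804 bases against 1212 in RefSeq. NID2 had 5.68 ± 1.48 FPKM in GV and 9.34 ± 3.42 in MII, and GREM1 had 4.51 ± 1.34 and 3.40 ± 1.49. The list did not pass camera (adjusted p = 0.965). Of theca and stromal markers 1 was tested, COL1A2 (0.11), and of blood, immune and endothelial markers 0. Among 4 tested immediate-early and stress genes HSPA8 was lower (−2.15).

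Of the assembled loci, MSTRG.66708 and MSTRG.42403 had the largest falls, with log2 fold changes of −6.59 and −6.42. MSTRG.86579 and MSTRG.27118 had the largest rises, 4.52 and 4.22, and the call of MSTRG.27118 was lost in 15 of 25 alternatives.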

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

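Voom on recovered reads, removal of the length trend and the refits on an unchanged set of genes were chosen after seeing the data. The number of genes lower in MII was 1224. It was 746 with a pseudocount of 5, 147 without a filter, 548 with the stricter filter, 405 with quantile normalization and 745 with voom on recovered reads. The number of genes higher in MII was 119. It was 1 without a filter, 283 with median-of-ratios scaling, 180 with quantile normalization and 59 without a trend. The causes were not tested. Of the 1224 genes, 1013 stayed called with a pseudocount of 0.1 and 716 with voom.

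Leaving out 1 library gave 41 to 903 lower and 2 to 90 higher genes. The lowest values, 41 to 72 lower, came without a GV library, where the filter needed an MII library above 1 FPKM and 8420 to 8604 genes were tested. On the same 9918 genes, 426, 519 and 698 were lower and 10, 15 and 29 higher without GV replicate 1, 2 or 3. Without MII replicate 1, 2 or 3, 588, 568 and 660 were lower and 28, 30 and 56 higher. The filter thus made part of the drop without a GV library.

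With the replicate block 218 genes were lower and 11 higher. The same numbers did not deviate together, with correlations of 0.0536, 0.0158 and 0.012, and not every library correlated best with its own number. With the block the difference was −3276 detected genes and 4.67 percentage points of mitochondrial share, as without it.

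Camera passed 5 lists. It passed 0 with an estimated correlation and 3 with the stricter filter, and fry, which does not compare a list with other genes, passed 12. No named gene or list was called in opposite directions. Of comparisons of a named gene with an alternative, 1760 kept their side of the threshold, 480 lost the call and 24 gained it. The 1760 include uncalled genes that stayed uncalled, so calls were lost in a larger share than these counts give. The alternative with ribosomal and transfer RNA genes of the mitochondrial genome was not run, since these genes have no symbol here. In a gene of 1 kb, values under 0.104 to 0.159 FPKM are under 3 reads, and in longer genes this floor is lower in proportion.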

Other observations

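Tests of the 10 splits for genes, both tests of the mitochondrial rise, the comparison of pairs of libraries by depth and the GC check over Ensembl genes were chosen only after related values had been seen. Most cytosolic ribosomal protein genes had low FPKM in both stages. The table lists 44 of them, and 13 reached the level needed for a test. RPL6 had 3.598 ± 0.484 FPKM in GV and 0.00619 ± 0.0107 in MII (SD, n = 3 each), and RPL7 had 7.17 ± 1.11 and 0.397 ± 0.371. The counted lengths were 4587 bases against 912 in RefSeq for RPL6 and 1985 against 835 for RPL7. FPKM are divided by that length, so a longer model alone gives a lower value. Mitochondrially encoded genes differed widely in level: ATP6 had 3532 ± 1620 FPKM in GV, while ND1 had 0.355 ± 0.260 and ND4L 2.69 ± 1.79.

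Many of the genes called lower lay near the floor, where values at 0 have little spread. Of the 1224 lower genes 582, and of the 119 higher genes 7, had a mean under 5 FPKM over the 6 libraries, a count made after the fold changes were seen. With the stricter filter at that level 85.9% of calls were lower.

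The excess of lower over higher genes in MII was weighed against some technical causes: mitochondrial share, read number and scale. With mitochondrially encoded genes left out, 90.02% of calls were still lower, which argues against their larger share as the cause. After thinning every library to 18756491 reads, the difference in genes with at least 10 reads was 102% of the unthinned one, but MII libraries had more reads on average, so that check is void. MII had more reads in 7 of the 9 pairs of an MII and a GV library, which share libraries. Fewer genes were detected in MII in all 7, as in every pair. This argues against fewer reads as the cause of the lower detection in MII. The balance of lower and higher calls was not compared in these pairs. The scale set by library totals stays open. With median-of-ratios scaling 75.2% of calls were lower, between the bounds of 60% and 80% set in advance. The median log2 fold change of 0.10 with quantile normalization cannot decide this, since that method gives every library the same distribution. A difference between stages in the amount or diversity of RNA captured in the libraries was not tested and stays open too. The 10 most abundant genes held 10.519% to 12.135% of summed FPKM in GV and 12.985% to 25.876% in MII libraries. Such a difference would go with stage, so these libraries cannot separate it from maturation.

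The rise of mitochondrially encoded genes may be one common rise: 0 of the 9 tested genes with at least 10 FPKM in both stages lay more than 2 standard errors from the median of 1.64. The standard errors are wide, and fold changes in these genes ran from 0.76 (ATP6) to 2.52 (CYTB). Without MII replicate 1 the median kept 79.5% of its value, short of the bound of 80%, so a part of that library in the rise cannot be told apart from the stage. A change in mitochondrial transcripts during maturation was not tested apart from these.

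Log2 fold changes rose with gene length (Spearman correlation 0.203 across 9918 genes, which are not independent replicates; 0.199 in 5995 Ensembl genes and 0.0657 in 3923 assembled loci). Within 5 equal bins of the genes by mean expression the median correlation was 98.4% of the overall one, which argues against expression level. Given GC content the partial correlation was 89.98% of the plain one, but 49.3% of the genes had a GC value, so that check is void for all genes. All of these were Ensembl genes, of which 81.6% had a value, and the same 89.98% (bootstrap 95% interval 86.7 to 92.8) argues against GC as the main cause there. With the length trend removed, camera p was 0.000761 for the oocyte-specific list, 0.000598 for cohesion and recombination, 0.0335 for histone methylation and 0.0143 for nuclear oxidative phosphorylation, before adjustment, which argues against length as the whole cause. Adjusted over the lists, histone methylation no longer passed (adjusted p = 0.0937), with a median of 0.28 before and 0.40 after.

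The hypothesis that genes that fell differ in cytoplasmic polyadenylation elements, sequence motifs that regulate poly(A) tails in oocytes, could not be settled. Among genes lower in MII with an annotated 3' UTR, 30.7% held an element in the last 300 bases, against 44.6% of uncalled genes matched on UTR length (difference −13.9 percentage points; permutation p = 0.0001, the smallest 10000 resamples can give). Only 482 of 1224 genes, 39.4%, had such a UTR, so the check is void for the genes that fell as a whole.

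Of the 10 splits of the 6 libraries into 3 and 3, the real one called 1343 genes and the highest other 1. The real one passed 5 lists and the highest other 4. In each case 1 split, the real one, gave a result as large, and 10 splits are too few for a share under 0.05.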
